# The MID-PIWI module of Piwi proteins specifies nucleotide- and strand-biases of piRNAs

**DOI:** 10.1261/rna.044701.114

**Published:** 2014-06

**Authors:** Elisa Cora, Radha R. Pandey, Jordi Xiol, Josh Taylor, Ravi Sachidanandam, Andrew A. McCarthy, Ramesh S. Pillai

**Keywords:** Piwi, piRNA, MID, U1-bias, strand-bias

## Abstract

Piwi-interacting RNAs (piRNAs) guide Piwi Argonautes to suppress transposon activity in animal gonads. Known piRNA populations are extremely complex, with millions of individual sequences present in a single organism. Despite this complexity, specific Piwi proteins incorporate piRNAs with distinct nucleotide- and transposon strand-biases (antisense or sense) of unknown origin. Here, we examined the contribution of structural domains in Piwi proteins toward defining these biases. We report the first crystal structure of the MID domain from a Piwi Argonaute and use docking experiments to show its ability to specify recognition of 5′ uridine (1U-bias) of piRNAs. Mutational analyses reveal the importance of 5′ end-recognition within the MID domain for piRNA biogenesis in vivo. Finally, domain-swapping experiments uncover an unexpected role for the MID-PIWI module of a Piwi protein in dictating the transposon strand-orientation of its bound piRNAs. Our work identifies structural features that allow distinguishing individual Piwi members during piRNA biogenesis.

## Abstract (precis)

This paper presents the crystal structure of the MID domain of a Piwi Argonaute protein. Docking experiments show that this domain specifies recognition of the 5′ uridine of piRNAs. Domain-swapping experiments reveal an unexpected role for the MID domain indicating strand orientation of its bound piRNA.

## INTRODUCTION

Argonaute proteins are expressed in most organisms ranging from bacteria to animals and plants (Filipowicz et al. 2008; Kawamata and Tomari 2010; Meister 2013). They are built to bind 19- to 30-nt small RNAs and facilitate their action on RNA targets. Argonautes can be classified into two major clades: AGO and PIWI. The AGO clade members are broadly detected in almost all organisms, including archaea and bacteria. They show ubiquitous expression and bind ∼21-nt microRNAs or small interfering RNAs (siRNAs) that identify targets by base-pairing to control gene expression. The PIWI clade, on the other hand, is restricted to animals and further confined to the gonads, often displaying strong sex-specific expression patterns. Together with their 24- to 30-nt Piwi-interacting RNAs (piRNAs), they control transposon activity and are essential for fertility in animals (Ghildiyal and Zamore 2009; Malone and Hannon 2009).

Biogenesis of piRNAs is only beginning to be understood, but analysis of factor requirements and precursor RNA features points to the process being mechanistically distinct from that of other small RNA classes. Single-stranded, often spliced, kilobases-long RNAs transcribed from discrete genomic loci called piRNA clusters are major sources for piRNAs (Brennecke et al. 2007; Li et al. 2013). These are broken down in an apparently random fashion by a mysterious primary processing pathway into tens of thousands of individual ∼30-nt RNAs. The end result is a tremendously heterogeneous population of primary piRNAs which are characterized by a preference for a 5′ uridine (1U-bias), the basis for which is unknown. The primary piRNAs identify transposon targets by base-pair complementarity, with extensive pairing resulting in slicing of the target by the Piwi endonuclease. In addition to silencing the target, this slicing event is harnessed to generate the 5′ end of new piRNAs via the secondary biogenesis pathway or the Ping-pong cycle, a process by which the target itself becomes a substrate for piRNA generation (Brennecke et al. 2007; Gunawardane et al. 2007). Since primary and secondary processing feed into distinct Piwi clade members, this results in piRNA pools having opposing strand orientations with respect to transposon sequences. How the system recognizes distinct Piwi members for sorting piRNAs based on sequence strand-orientation is presently unclear.

Primary processing is credited with the origin of 1U-bias of piRNAs present in mouse MIWI and *Drosophila* proteins Aub and Piwi (Fig. 1A; Brennecke et al. 2007; Reuter et al. 2011). In contrast, secondary piRNAs like those present in *Drosophila* Ago3 do not show 1U-bias. One source of this bias could be the specificity of nuclease(s) generating the 5′ end of primary piRNAs. In this context, the Zucchini endonuclease acting in an unknown step during primary processing lacks any such specificity in vitro (Luteijn and Ketting 2013). Also complicating this simple correlation that 1U-bias is an obligate consequence of primary processing is the fact that mouse MIWI2 receives piRNAs via secondary processing, but still displays a preference for a 5′ U (Fig. 1A). Finally, given a chance to bind RNAs containing any of the 4 nt at the 5′ end, some Piwi proteins prefer to enrich only those carrying a 5′ U. This specificity is evident in the case of the two Piwi proteins expressed in the *Bombyx mori* (silkworm) ovary-derived BmN4 cells that participate in secondary processing via the Ping-pong cycle (Kawaoka et al. 2009). Within BmN4 cells, Siwi binds primary piRNAs with a 1U-bias, while Ago3 has secondary piRNAs lacking such a preference. Using a cell-free piRNA loading system, Tomari and colleagues (Kawaoka et al. 2011) found that this in vivo preference is maintained in vitro, with Siwi—but not Ago3—specifically enriching for 1U-containing synthetic RNAs. All these lead to an alternative possibility that the 1U-bias could be an inherent property of some Piwi proteins.

**FIGURE 1.**
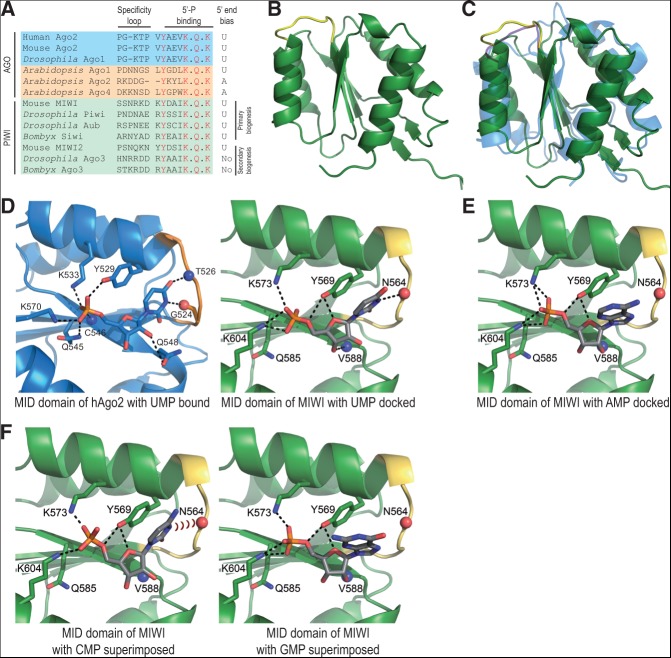
Crystal structure of the MID domain of the mammalian Piwi protein MIWI. (*A*) Sequence alignment shows key MID domain residues from indicated proteins; the specificity loop defining bias for UMP in hAgo2 and the residues (red) contacting 5′-monophosphate (5′-P) of the bound UMP in the hAgo2 structure (PDB: 3LUJ) are indicated. The 5′-P-binding residues are conserved in PIWI and AGO clade members of the Argonaute family. (*B*) Crystal structure of the MID domain of mouse Piwi protein MIWI (green) with the specificity loop highlighted (yellow). (*C*) Superimposition of the MIWI MID domain (green) and the MID of human Ago2 (hAgo2; blue) (PDB: 3LUC). Specificity loops of MIWI (yellow) and hAgo2 (magenta) are highlighted. (*D*) Comparison of the binding pockets of the MID domain of hAgo2 bound to UMP (blue) (PDB: 3LUJ) and the MID domain of MIWI with UMP docked (green). Specificity loops are shown in orange and yellow, respectively. Relevant atoms are indicated with blue spheres (nitrogen) and red sticks (oxygen), while dotted black lines indicate hydrogen bonds. (*E*) Docking solution of the MID domain of MIWI with AMP. The base nucleotide is too far to make a hydrogen bond with the specificity loop. (*F*) Representation of the superimposition of CMP on UMP and GMP on AMP when docked to the MID domain of MIWI.

Argonautes are structurally organized into N-terminal, PAZ, middle (MID), and PIWI domains. Numerous crystal structures of archaeal, bacterial, and eukaryotic AGO proteins in complex with nucleic acids have indicated recognition of the 5′ monophosphorylated end within a conserved basic pocket formed by the MID domain, while the 3′ hydroxyl end is anchored in the PAZ domain (Parker and Barford 2006; Patel et al. 2006; Nakanishi et al. 2012; Schirle and MacRae 2012). The crystal structure of the isolated human Ago2 (hAgo2) MID domain first provided a structural basis for the enrichment of a 5′ uridine in microRNA sequences (Frank et al. 2010). Similarly, isolated MID domain structures of *Arabidopsis* AGO clade Argonaute members provided an explanation for enrichment of small RNAs with distinct 5′ nucleotide biases for a U, A, or C (Mi et al. 2008; Frank et al. 2012). This prompted us to examine the structural basis for 1U-bias of piRNAs through the analysis of the Piwi MID domain. Additionally, we also explored the role of Piwi structural domains in specifying sequence strand-biases of piRNAs.

## RESULTS AND DISCUSSION

Structural analysis of Piwi proteins is still in its infancy, with the PAZ domain being the only one characterized to date. The solution structure of mouse MIWI (Simon et al. 2011) and crystal structures of human Hiwi and Hili (Tian et al. 2011) reveal how the signature 2′-O-methyl modification at the 3′ termini of piRNAs is accommodated by the PAZ domain. To extend these studies, we crystallized the MID domain (S480-E616) of mouse MIWI, which binds primary piRNAs with a strong 1U-bias (∼90%) (Fig. 1A; Reuter et al. 2011). The native data set diffracted to a 2.3-Å resolution, but we were unable to solve the structure by molecular replacement using available AGO structures. Data collected from a crystal grown with selenomethionine allowed phasing by single-wavelength anomalous dispersion. The final structure was refined to 2.3 Å-resolution using the native data.

The overall structure of the MIWI MID domain reveals a Rossmann fold composed of alternating β-strands and α-helices that form a pocket capable of accommodating a single nucleotide (Rao and Rossmann 1973). The MIWI MID domain is characterized by a core four-stranded β-sheet flanked by four α-helices (Fig. 1B). It strongly resembles those found in prokaryotic and eukaryotic AGO proteins (Ma et al. 2005; Parker et al. 2005; Wang et al. 2009; Nakanishi et al. 2012; Schirle and MacRae 2012); nevertheless, the superimposition of MIWI and hAgo2 MID domains highlights differences in the orientation of several secondary structural elements and loops (Fig. 1C). The hAgo2 MID domain has been crystallized with soaked-in nucleoside monophosphates (NMPs) (Frank et al. 2010), but similar efforts with the MIWI MID domain failed. Consistently, physical interactions between MIWI MID and NMPs were not detected using a variety of methods including nuclear magnetic resonance (NMR). A likely explanation for this is the absence of the adjacent PIWI domain, which is known to contribute to the nucleotide-binding pocket in *Neurospora crassa* QDE-2 MID-PIWI and full-length eukaryotic Argonaute structures (Boland et al. 2011; Nakanishi et al. 2012; Schirle and MacRae 2012). In fact, *Neurospora crassa* QDE-2 MID-PIWI domain is required to bind RNA, while the MID domain alone is insufficient (Boland et al. 2011).

Therefore, we proceeded by positioning the ligands (NMPs) in the MIWI MID structure by docking analysis. In hAgo2, a proline-flanked rigid specificity loop (Fig. 1A) is shown to discriminate between the bases by making specific contacts only with uridine monophosphate (UMP) and adenosine monophosphate (AMP) (Frank et al. 2010). Comparison of the MIWI MID-UMP docking structure to that of hAgo2 MID-UMP shows that a group of conserved residues allow interaction with the 5′ phosphate group (MIWI residues: Y569, K573, Q585, and K604) and stacking of the base with a tyrosine (Y569 in MIWI) (Fig. 1D). The main difference occurs in the position of the specificity loop, which forces the base to change orientation. The specificity loop in MIWI MID lacks prolines (Fig. 1A) and is consequently more flexible, explaining the repositioning of the base. Docked AMP can also enter the binding pocket and makes a stacking interaction with Y569 but fails to engage N564 in the specificity loop via hydrogen bonding, as seen with docked UMP (Fig. 1E). Meanwhile, steric hindrance prevents GMP and CMP from binding (Fig. 1F). Thus, our docking studies suggest that the MIWI MID domain can optimally accommodate a 5′ uridine in the nucleotide-binding pocket, conferring an inherent ability to the protein in accumulating 1U-containing RNAs.

To further probe the MIWI MID crystal structure and obtain functional insights into piRNA biogenesis, we used the *Bombyx mori* BmN4 cell culture model. BmN4 expresses two Piwi proteins, Siwi (with 1U-bias) and Ago3 (without the bias), which we used for mutational analyses to probe the importance of the specificity loop and 5′ phosphate recognition within the conserved MID domain (Fig. 2A). First, we created variant *Bombyx* Piwi proteins, where we exchanged the entire loop between Siwi and Ago3 (loop-swap mutants). Unfortunately, these were not loaded with piRNAs in vivo. So, to avoid drastic changes to the protein structure, we focused on a single asparagine (N) in the specificity loop of Siwi for mutagenesis (Fig. 1A). Such an asparagine in the specificity loop of MIWI MID revealed the potential for hydrogen bonding with the base of UMP in our docking model (Fig. 1D). Furthermore, interaction with an asparagine within the specificity loop is shown to be crucial for specifying 1U-bias in the *Arabidopsis* AGO clade member AGO1 (Mi et al. 2008; Frank et al. 2012). To test its relevance, the specificity loop of *Bombyx* Siwi was mutated by converting the asparagine to a glutamine (N602Q). After expression in BmN4 cells, immunoprecipitation and 5′-end labeling revealed unaffected levels of bound small RNAs (Fig. 2B). Furthermore, deep sequencing revealed Siwi^N602Q^ to have 1U-bias identical to that found in wild-type HA-tagged Siwi protein (Fig. 2C). Alignment of these reads to transposon consensus sequences also confirmed the predominant antisense bias similar to that found in wild-type Siwi (Fig. 2D). These results are consistent with N564 in MIWI providing a backbone rather than a side-chain hydrogen bond. So, although we cannot experimentally demonstrate a direct role of the specificity loop in defining 1U-bias, our MIWI MID-UMP docking model suggests that the overall nucleotide-binding pocket of the MID domain in certain Piwi proteins may specify it.

**FIGURE 2.**
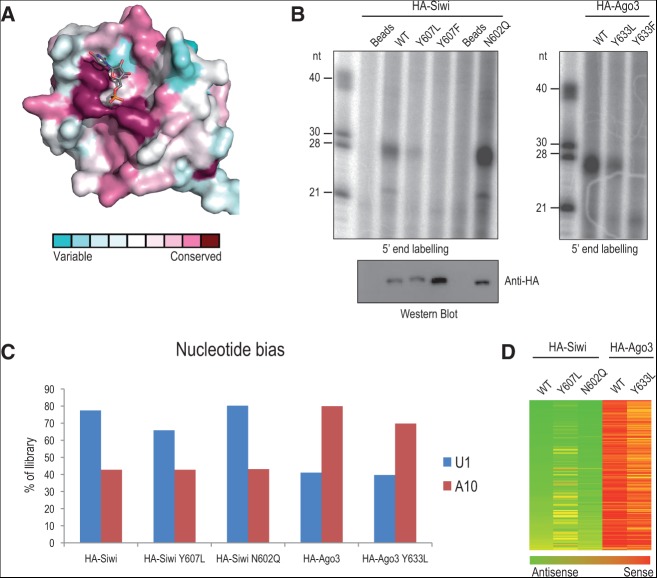
In vivo analyses of point mutations within the Piwi MID domain. (*A*) Surface conservation representation. Residues interacting with the 5′ phosphate of the small RNA are the most conserved within the nucleotide-binding pocket. (*B*) BmN4 cells were transiently transfected with indicated HA-tagged proteins and subjected to anti-HA immunoprecipitation. Small RNAs associated with HA-tagged protein complexes were revealed by 5′-end labeling. Single-stranded RNA markers are indicated in nucleotides (nt). Levels of precipitated proteins were verified by Western blotting. (*C*) Nucleotide preference for particular residues at positions 1 (U1-bias) and 10 (A10-bias) in indicated libraries. (*D*) Heat map showing strand-bias over 140 *Bombyx* transposon consensus sequences.

Next, we mutated the conserved 5′ phosphate binding pocket within the Piwi MID domain (Fig. 2A). We substituted the stacking tyrosine (Y) in the two *Bombyx* Piwi proteins Siwi and Ago3 with either leucine (L) to abolish stacking or with phenylalanine (F) to maintain it, although both mutations are predicted to destroy hydrogen bonding with the 5′ phosphate of the bound small RNA (Fig. 2B). In both Siwi and Ago3, the two mutations drastically reduced piRNA association in vivo (Fig. 2B). We deep-sequenced the small amount of RNA recovered with Siwi^Y607L^ and Ago3^Y633L^ MID mutants. This revealed that, although reduced in small RNA levels, the nucleotide features (1U for Siwi and A10 for Ago3) (Fig. 2C) and transposon-strand orientations (Fig. 2D) of piRNAs loaded are unaffected. Our mutational analysis adds to previous work that analyzed the impact of Piwi MID mutations in vitro. Substitution of the tyrosine in *Bombyx* Siwi with glutamate (Y607E) or extension of the C-terminal end by a single alanine (A) residue (C-term +A), which presumably affects the C terminus's contribution to 5′ phosphate recognition within the MID domain (Boland et al. 2011; Nakanishi et al. 2012; Schirle and MacRae 2012), were found to drastically reduce small RNA binding in vitro (Kawaoka et al. 2011). Mutation within the MID domain in AGO clade members is also shown to drastically reduce small RNA binding in vivo (Boland et al. 2011; Rudel et al. 2011). Taken together, this confirms that 5′ phosphate recognition within the Piwi MID domain is essential for piRNA biogenesis in vivo and that the MID environment in some proteins may further specify the 5′-end nucleotide bias of the bound piRNA.

Another complex aspect within piRNA populations is the preferential incorporation of piRNAs with specific transposon strand-orientations into distinct Piwi proteins. This is exemplified by *Bombyx* Siwi and Ago3 expressed in BmN4 cells (Kawaoka et al. 2009). Siwi incorporates primary piRNAs with a 1U-bias (∼80%) that are predominantly antisense in orientation to the transposon consensus sequences. In contrast, Ago3 accepts secondary piRNAs that are generated by Siwi slicing on transposon transcripts, and as a consequence, Ago3-bound piRNAs are of sense orientation. Furthermore, Siwi and Ago3 piRNAs overlap across their 5′ ends by 10 nt, resulting in Ago3 piRNAs having a prominent A10-bias (∼80%), opposite to 1U of Siwi piRNAs. Ago3-bound piRNAs are then thought to participate in a feed-forward amplification loop that slices complementary cluster transcripts to provide more of the same Siwi piRNA that generated it. Thus, Siwi and Ago3 engage complementary transcripts and catalyze reciprocal cleavages to enhance piRNA levels via the Ping-pong cycle (Kawaoka et al. 2009), similar to the situation in *Drosophila* ovaries (Brennecke et al. 2007). Currently, it is not clear which structural features on the two proteins allow their discrimination by the piRNA biogenesis machinery.

To identify the domains that might distinguish the two Ping-pong Piwi partners, we prepared chimeric constructs where we swapped the N-PAZ domains of the proteins (Fig. 3A). For example, the Siwi-Ago3 chimera has N-PAZ of Siwi and MID-PIWI of Ago3. We first examined localization of the chimeric constructs, as the two Piwi proteins occupy different subcellular environments in BmN4 cells: Siwi is diffused in the cytoplasm, while Ago3 is enriched in peri-nuclear cytoplasmic granules called the nuage (Xiol et al. 2012). Immunofluorescence studies indicate that the chimeric constructs follow the localization pattern of the protein contributing the N-PAZ domain, with HA-Siwi-Ago3 chimera being cytosolic and HA-Ago3-Siwi chimera localized to the nuage (Fig. 3B). We believe that the N terminus alone is sufficient for guiding the nuage localization in the latter, as mutation of all N-terminal arginines (R) to lysines (K) in the chimera resulted in the HA-Ago3^R→K^-Siwi chimera losing its nuage accumulation and becoming diffused in the cytoplasm (Fig. 3C). We previously reported that a similar mutation in the context of Ago3 resulted in redistribution of the protein from the nuage to the wider cytoplasm, but this did not have any impact on the sequence profile of piRNAs in Ago3^R→K^ (Xiol et al. 2012). So, to test piRNA association with the chimeras, HA-tagged proteins were immunoprecipitated and bound small RNAs examined by 5′-end labeling (Fig. 3D). Repeatedly, only the Siwi-Ago3 chimera showed the presence of small RNAs. We prepared several additional mutants with single domain swaps (Fig. 3A) but did not manage to get Ago3-Siwi chimeric constructs that bound RNAs. We believe that structural incompatibilities of the fused domains might have resulted in proteins that are misfolded and nonfunctional.

**FIGURE 3.**
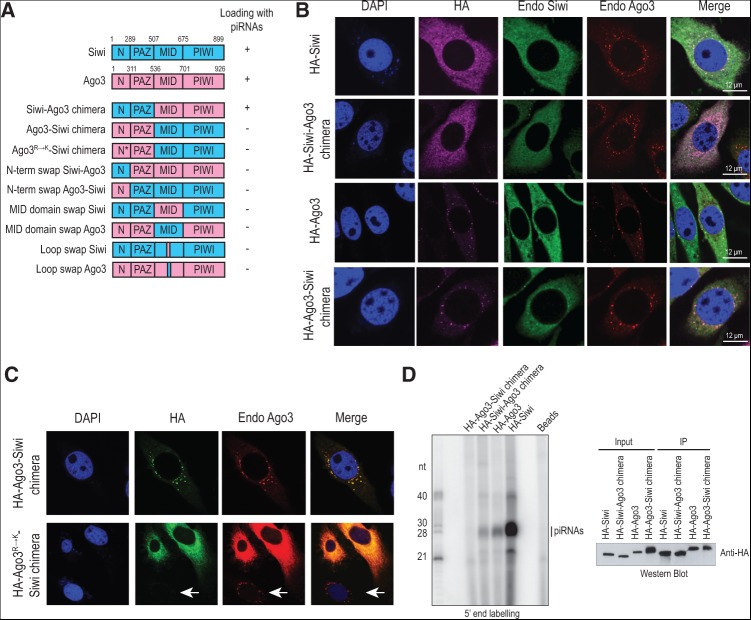
Subcellular localization of Siwi and Ago3 chimeric constructs. (*A*) Domain organization of Piwi proteins and their chimeric versions. Domain span (in number of amino acids) is indicated. The ability of the proteins to incorporate piRNAs in BmN4 cells is indicated. (*B*) Localization of HA-tagged Piwi proteins or their chimeric versions in BmN4 cells by immunofluorescence analysis (HA; magenta). Endogenous (Endo) Siwi (green) and Ago3 (red) were detected with specific polyclonal antibodies. Nuclei were stained with DAPI (blue). A merged image is shown. (*C*) Localization of the HA-Ago3-Siwi chimera and its mutated version harboring the R→K mutation on the N terminus of Ago3 by immunofluorescence analysis (HA; green). Endogenous Ago3 (red) was detected with a polyclonal antibody that recognizes the N terminus of the protein, resulting in a diffused staining in the cells that expressed the HA-Ago3^R→K^-Siwi chimera. Endogenous Ago3 was localized in the nuage in the untransfected cells (white arrow). (*D*) BmN4 cells were transiently transfected with indicated HA-tagged proteins and subjected to anti-HA immunoprecipitation. Small RNAs associated with HA-tagged protein complexes were revealed by 5′-end labeling. All proteins were expressed and immunoprecipitated as verified by Western blotting. Note that the HA-Ago3-Siwi chimera consistently lacked any bound RNAs.

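Small RNAs were taken from anti-HA immunoprecipitates of BmN4 cells, a cell line derived from the ovary of the silkworm Bombyx mori that expresses both Siwi and Ago3 and carries out the Ping-pong cycle. The cells had been transfected with HA-tagged Siwi, HA-tagged Ago3 or the HA-tagged chimera, in which residues 1 to 507 of Siwi are joined to residues 537 to 926 of Ago3, the part that holds its MID and PIWI domains. The files hold 7 libraries, namely 2 of HA-Siwi, 2 of HA-Ago3 and 3 of the chimera. The paper does not say which libraries are shown in Fig. 4, so all 7 are used here and each library's value is given. For every distinct sequence of a library the authors deposited the raw number of reads, with 1 genome place and 1 annotation (transposon, gene, tRNA, miRNA or none). The genome build, the aligner and the handling of sequences with several places are not stated in the paper, which refers to an earlier report for the small RNA analyses. The libraries of replicate 1 held 2331916 reads for HA-Siwi, 3313348 for HA-Ago3 and 2425664 for the chimera. Those of replicate 2 held 11428897, 11196520 and 10487227 reads, respectively, and the third chimera library held 13429565. Reads of 24 to 31 nt, the range of Fig. 4A, were kept, between 2172816 and 3116315 per library in replicate 1 and between 9003001 and 11999390 in replicates 2 and 3. At this depth the 95% Wilson confidence interval of a share of reads is at most 0.128 percentage points wide for the 1U and 10A shares, so the spread between libraries is the error that matters. The shortest and longest sequences are 9 and 52 nt in all 3 libraries of replicate 1, and 15 and 50 nt in the others, so the length limits of the files differed between replicate 1 and the rest. The replicate number is therefore also a technical batch, and comparisons are given within replicate 1 and within replicate 2 beside the pooled values. HA-Siwi and HA-Ago3 turned around between these replicates in length, 1U and 10A, so their pooled differences average opposite signs. A possible exchange of their labels in 1 replicate is weighed as a hypothesis in the additional observations. Counts differed between replicates of a group by far more than sampling noise (chi-square per degree of freedom from 4.86 for chimera replicates 2 and 3 to 136 for the HA-Siwi libraries), so no library appears to have been entered in duplicate. Pairing of libraries by replicate number is taken from the labels. Tests were run without a replicate block, as set before the files arrived, and the values with the block are given beside them. Deviations from the group means had a mean correlation of -0.0320 over 6 pairs of libraries with the same number and 0.0192 over 10 pairs with different numbers. These means average values of opposite sign. Pairs with the same number ran from -0.646 for HA-Siwi and HA-Ago3 to 0.343 for HA-Ago3 and the chimera of replicate 1. Pairs with different numbers ran from -0.343 to 0.646. In a group of 2 libraries the deviations mirror each other, so the comparison does not show whether the pairing matters. The groups of 3 and 2 libraries make 10 splits, so the smallest p of an exact permutation test is 0.2, and 2 against 2 make 6 splits with a smallest p of 0.333.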

To examine the small RNAs associated with the HA-Siwi-Ago3 chimera, we prepared three independent deep-sequencing libraries (data from only two libraries are presented in Fig. 4). Sequences present in the HA-Siwi-Ago3 chimera libraries had a peak size of 27 nt, very similar to Ago3 piRNAs and different from those bound by Siwi (28 nt) (Fig. 4A). 

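Among reads of 24 to 31 nt weighted by read count, the most frequent length in the chimera libraries was 27 nt in replicate 1 (26.3% of reads) and 26 nt in replicates 2 and 3 (32.5% and 31%). The HA-Siwi library peaked at 28 nt in replicate 1 (43.2%) and at 27 nt in replicate 2 (36.0%). For HA-Ago3 the peak was at 27 nt in replicate 1 (33.3%) and at 28 nt in replicate 2 (46.0%). The mean read length was 26.92 ± 0.16 nt (SD, n = 3) in the chimera, 27.44 ± 0.74 nt (SD, n = 2) in HA-Siwi and 27.42 ± 0.44 nt (SD, n = 2) in HA-Ago3. The chimera differed from HA-Siwi by -0.519 nt (exact permutation test, p = 0.4) and from HA-Ago3 by -0.499 nt (exact permutation test, p = 0.2, the smallest p that 3 libraries against 2 allow). HA-Siwi and HA-Ago3 differed by 0.0207 nt (exact permutation test, p = 1), which is less than the spread between their replicates. Within replicate 1, the chimera was shorter than HA-Siwi, with a difference of -0.862 nt, and close to HA-Ago3, with a difference of -0.00485 nt. The order was the opposite within replicate 2, where the chimera differed from HA-Siwi by -0.120 nt and from HA-Ago3 by -0.936 nt. With the replicate number as a block, the pooled differences were -0.491 nt from HA-Siwi and -0.470 nt from HA-Ago3. Leaving out a HA-Siwi library moved the chimera to HA-Siwi difference most, to 0.00423 nt without replicate 1 and -1.04 nt without replicate 2. When reads annotated as tRNA were left out, an alternative chosen after seeing the data, the peak was 27 nt in all 3 chimera libraries and unchanged in the others. From the peak size, the paper reasons that the chimera holds reads of the size of Ago3 piRNAs and not of Siwi piRNAs.

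**Figure D1:**
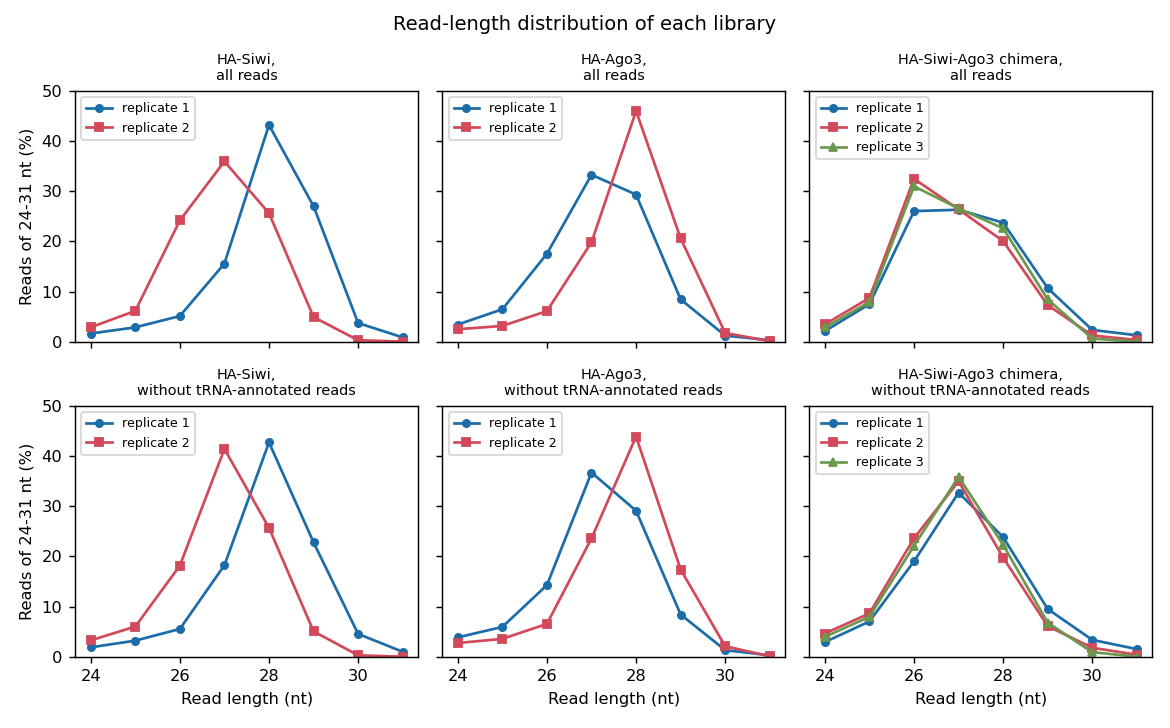
Read-length distribution of each library. The x axis gives the read length in nt and the y axis the percentage of reads of 24 to 31 nt, with a line for each replicate, for all reads in the upper row and without tRNA-annotated reads in the lower row. HA-Siwi peaks at 28 nt in replicate 1 and 27 nt in replicate 2, HA-Ago3 at 27 nt and 28 nt, and the chimera at 26 or 27 nt with all reads and 27 nt without tRNA.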

To precisely identify the reads, we compared the sequences present in the chimera to those already reported in Siwi and Ago3 libraries. 

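Chimera reads of 24 to 31 nt were looked up by exact sequence in the HA-Siwi and HA-Ago3 libraries, all 4 taken together. The paper compared them with Siwi and Ago3 libraries that it calls already reported, without saying whether they are these 4. A match was found for 89.6% of the reads in chimera replicate 1, 90.0% in replicate 2 and 90.5% in replicate 3, a mean of 90.0% ± 0.46 (SD, n = 3). With the HA-Siwi and HA-Ago3 libraries of replicate 1 alone the mean was 83.5% ± 1.5 (SD, n = 3), and with those of replicate 2, which hold more reads, it was 89.0% ± 0.98 (SD, n = 3). Requiring at least 2 reads in HA-Siwi or HA-Ago3 gave 87.4% ± 0.56 (SD, n = 3), and a match of the first 20 nt gave 93.9% ± 0.18 (SD, n = 3). The share moved most when each distinct sequence was counted a single time, to 44.9% ± 7.7 (SD, n = 3). The paper reasons that sequencing was not saturating, so that the true overlap could be larger than the share found.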

Approximately 63% of the chimera reads can be found in Siwi and Ago3 complexes (Fig. 4B), but given the nonsaturating sequencing conditions, this number could be higher. Many of the reads in Siwi and Ago3 are shared between them, as an abundant read in one library can be found at least as a singleton in the other. 

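Of the HA-Siwi reads of 24 to 31 nt in replicate 1, 81.01% (95% Wilson interval 80.96% to 81.06%) had a sequence that also occurred in the HA-Ago3 library of the same replicate number. In the other direction, 74.20% (74.15% to 74.25%) of the HA-Ago3 reads occurred in HA-Siwi. In the deeper libraries of replicate 2 these shares were 87.55% (87.53% to 87.57%) and 85.90% (85.88% to 85.93%). All of the 1000 most abundant HA-Siwi sequences of replicate 1, each with at least 180 reads, were found in HA-Ago3, with a median of 43 reads there. Among the 1000 most abundant HA-Ago3 sequences of replicate 1, each with at least 289 reads, 978 were found in HA-Siwi with a median of 15 reads, and 46 of them as a singleton. In replicate 2, 1000 and 999 of the 1000 most abundant sequences were found in the other library. Sharing dropped most when distinct sequences were counted in place of reads, to 30.4% and 25.3% in replicate 1 and 32.9% and 32.1% in replicate 2, a setting added after seeing the data. Given this sharing, the paper sorts reads by their enrichment in either protein.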

So, we sorted reads based on an enrichment value (5×) to classify the reads as those found mainly in Siwi (Siwi-only) or Ago3 (Ago3-only). Those that could not be specifically assigned were grouped as Siwi+Ago3 reads. 

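Following the rule of Fig. 4C, a sequence was called Ago3-only when its read count relative to library size (RPM) was at least 5 times higher in HA-Ago3 than in HA-Siwi, Siwi-only in the opposite case and Siwi+Ago3 otherwise. With the mean of both HA-Siwi and of both HA-Ago3 libraries, the Ago3-only class held 4.57%, 4.55% and 4.00% of the matched reads in chimera replicates 1, 2 and 3, a mean of 4.37% ± 0.32 (SD, n = 3). The Siwi-only class held 5.22% ± 0.50 (SD, n = 3) and the Siwi+Ago3 class 90.4% ± 0.56 (SD, n = 3). The difference between the Ago3-only and Siwi-only shares was -0.848 ± 0.63 percentage points (SD, n = 3) and negative in all 3 chimera libraries. Since the replicates of HA-Siwi and of HA-Ago3 differ from each other, the classes were also made within each replicate number. With the libraries of replicate 1 alone, 45.5% ± 1.9 (SD, n = 3) of the matched chimera reads were Ago3-only and 17.3% ± 0.84 (SD, n = 3) Siwi-only, a difference of 28.2 ± 2.6 percentage points. With those of replicate 2 alone, 17.3% ± 0.82 (SD, n = 3) were Ago3-only and 44.8% ± 0.80 (SD, n = 3) Siwi-only, a difference of -27.5 ± 1.5 percentage points. The sign of the difference thus depended on the replicate, and of all alternatives the choice of replicate 1 moved the Ago3-only share most. An edgeR quasi-likelihood test of read counts over the 99935 sequences with at least 10 reads in at least 2 libraries, fitted to all 7 libraries, called 0 sequences enriched in HA-Ago3 over HA-Siwi and 0 in the other direction at a Benjamini-Hochberg adjusted p of 0.05 and a fold change of 5 (smallest adjusted p = 1 in both directions). The counts were also 0 with the replicate number as a block and with DESeq2. At the dispersion of 1.13 that edgeR fitted to these libraries, it found 0 of 191 sequences simulated with an 8-fold change, so a count of 0 does not show that enriched sequences are absent. The 3 most abundant Siwi-only and Ago3-only sequences of the pooled rule seen in all 3 chimera libraries lie outside annotated features, at places given by the authors on a genome build that is not stated. AATTTAGTGAACGGAAGCATTACTCC, on the reverse strand of chromosome 24 from 6687131 to 6687156, had an RPM of 659 ± 354 in the chimera (SD, n = 3), 4.14 and 198 in HA-Siwi replicates 1 and 2, and 15.4 and 15.2 in HA-Ago3. The Siwi-only sequence AAGGGGAATCCGACTGTCTAATTAAAAC, on the forward strand of chromosome 11 from 4253978 to 4254005, had an RPM of 431 ± 622 in the chimera (SD, n = 3), against 2.76 and 57.1 in HA-Siwi and 2.89 and 5.06 in HA-Ago3. TGCTATATCCGAAGAGAAAATTCAAC, on the reverse strand of chromosome 14 from 7613030 to 7613055, was also Siwi-only, with 428 ± 90.2 in the chimera, 3.68 and 318 in HA-Siwi, and 43.3 and 11.4 in HA-Ago3. Among the Ago3-only sequences, AAAGCCGTTAATAACCTAGATCATCAAGAC, on the reverse strand of chromosome 10 from 2211210 to 2211239, had an RPM of 76.4 ± 65.6 in the chimera (SD, n = 3), 138 and 3.27 in HA-Ago3 replicates 1 and 2, and 12.9 and 6.58 in HA-Siwi. TCTTTTAATGTTTTGCGTGACTCTTTC, on the reverse strand of chromosome 24 from 13668313 to 13668339, had 61.7 ± 52.7 in the chimera and 259 in HA-Ago3 replicate 2, but 0 reads in HA-Ago3 replicate 1, where 3 reads, or an RPM of 0.963, were taken as the least that the depth can show, and 9.66 and 8.18 in HA-Siwi. TATTGTAAATTTGTCTGAGATCTCCTC, on the reverse strand of chromosome 20 from 9015410 to 9015436, had 60.2 ± 49.1 in the chimera, 1.93 and 305 in HA-Ago3 replicates 1 and 2, and 27.2 and 15.0 in HA-Siwi. From its sorting, the paper describes a substantial part of the chimera reads as enriched in Ago3.

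**Figure D2:**
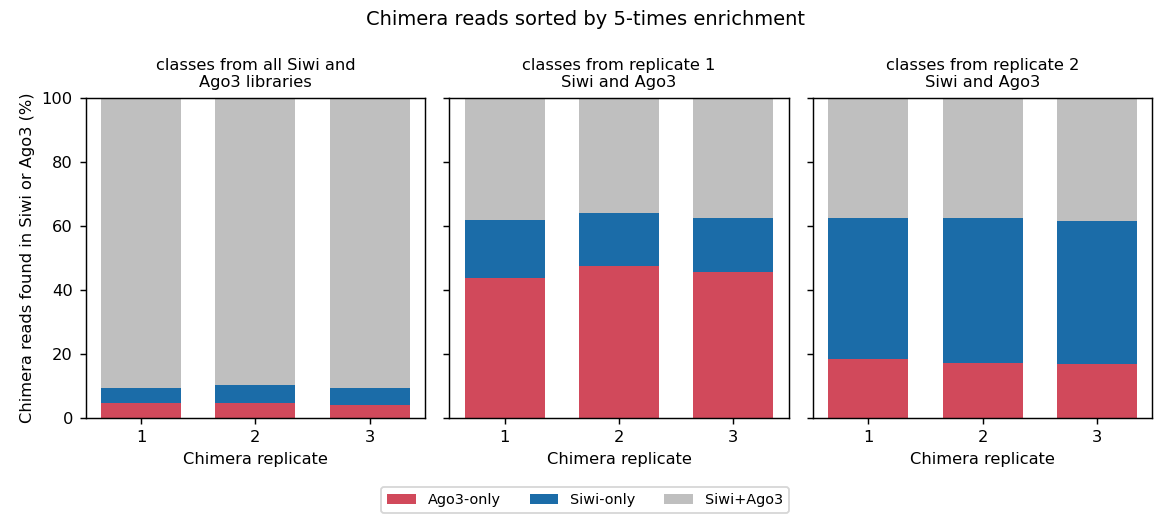
Matched reads of the 3 chimera libraries sorted by 5-fold enrichment. Each stacked bar is a chimera replicate, and the y axis gives the percentage of its reads of 24 to 31 nt found in HA-Siwi or HA-Ago3, with classes from all HA-Siwi and HA-Ago3 libraries on the left, from replicate 1 in the middle and from replicate 2 on the right. The Ago3-only class averages 4.37%, 45.5% and 17.3% in the 3 panels, and the Siwi-only class 5.22%, 17.3% and 44.8%.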

Based on such filtering, a substantial portion (∼40% Ago3-only) of the chimera reads can be attributed as being enriched in Ago3 (Fig. 4C). This is strikingly evident when reads are mapped onto the consensus sequence for the *Bombyx* transposon 1456 LTR Pao (Fig. 4D). Similar to Ago3, the chimera reads map to the sense strand of transposons, while Siwi reads derive from the antisense strand. 

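The files give the genomic strand of each read and the name of the transposon it was annotated to, but not the orientation of the transposon copy, so sense and antisense shares are not analysed here. Whether libraries share a strand can still be measured. Transposon-annotated reads of 24 to 31 nt were counted by strand in bins of 1 kb of the authors' genome places, separately for each transposon name, and the majority strand was compared in bins with at least 20 reads in both libraries. Within replicate 1, HA-Siwi and HA-Ago3 had the same majority strand in 74.3% of 1107 bins (95% Wilson interval 71.6% to 76.7%). The chimera had the same majority strand as HA-Siwi in 84.7% of 889 bins (82.2% to 86.9%) and as HA-Ago3 in 87.2% of 943 bins (84.9% to 89.2%), so the intervals of the chimera with each protein overlap. Within replicate 2, the values were 83.1% of 2631 bins (81.6% to 84.5%) for HA-Siwi and HA-Ago3, 90.9% of 2350 bins (89.7% to 92.0%) for the chimera and HA-Siwi, and 91.1% of 2375 bins (89.9% to 92.2%) for the chimera and HA-Ago3. Chimera replicates 2 and 3 shared the majority strand in 98.6% of 2739 bins (98.1% to 99.0%). Replicates 1 and 2 shared it in 78.7% of 1359 bins for HA-Siwi and 78.1% of 1450 bins for HA-Ago3. HA-Siwi replicate 1 and HA-Ago3 replicate 2 shared it in 96.6% of 1444 bins. HA-Ago3 replicate 1 and HA-Siwi replicate 2 did so in 96.7% of 1568 bins. Across replicates, libraries of the same protein label thus agreed less than those of different labels. Bins are not independent replicates. In bins with at least 100 reads, a setting chosen after seeing the data, the shares fell furthest for HA-Siwi and HA-Ago3 of replicate 1, to 61.3% of 403 bins (56.4% to 65.9%). There the chimera shared the majority strand with HA-Siwi in 72.8% of 254 bins (67.1% to 77.9%) and with HA-Ago3 in 83.0% of 276 bins (78.1% to 86.9%), intervals that no longer overlap. In replicate 2 it did so in 85.5% of 898 bins (83.1% to 87.7%) and 87.8% of 917 bins (85.5% to 89.7%). The paper takes the opposite strands of Siwi and Ago3 reads on consensus sequences, with the chimera on the side of Ago3, as evidence that the polarity holds across transposons.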

Furthermore, this opposing polarity is maintained when reads are mapped onto over 118 *Bombyx* transposon consensus sequences (Fig. 4E).

**FIGURE 4.**
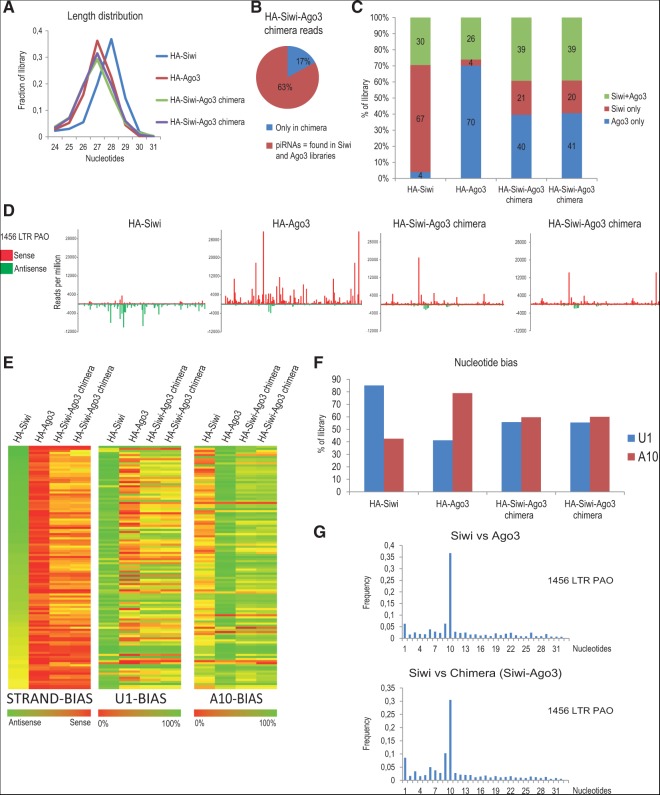
The MID-PIWI module influences transposon-strand bias of piRNAs. (*A*) Read-length distribution in the indicated libraries. (*B*) Classification of HA-Siwi-Ago3 chimera reads. Sequences present in HA-Siwi or HA-Ago3 libraries are referred as piRNAs, while the remaining sequences are indicated as “only in chimera.” (*C*) Sorting of piRNAs as Siwi-specific or Ago3-specific. A read is assigned to a particular Piwi protein if it is enriched by fivefold in that protein compared to the other. Where not possible, these are referred to as “Siwi+Ago3.” (*D*) Distribution of reads from indicated libraries over the 1456 LTR PAO *Bombyx* transposon consensus sequence. Sense (red) and antisense (green) piRNAs sort into distinct Ping-pong partners. (*E*) Heat map showing strand-bias, U1-bias, and A10-bias of reads over 118 *Bombyx* transposon consensus sequences. Note that the reads in Siwi-Ago3 chimera show a pattern similar to that of Ago3-bound piRNAs. (*F*) Nucleotide preference for particular residues at positions 1 (U1-bias) and 10 (A10-bias). (*G*) Correlation plot showing the distance between overlapping 5′ ends of reads mapping to the 1456 LTR PAO transposon consensus for the indicated libraries. The peak at position 10 indicates a 10-nt overlap that corresponds to the Ping-pong signature.

Reads in the chimera have an intermediate 1U bias (55%), compared to that of Siwi (85%) and Ago3 (40%) (Fig. 4F). 

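The share of reads of 24 to 31 nt with U at position 1 was 69%, 70.8% and 71.8% in chimera replicates 1, 2 and 3, a mean of 70.5% ± 1.4 (SD, n = 3). In HA-Siwi it was 88.4% in replicate 1 and 52.3% in replicate 2 (mean 70.3% ± 25.5, SD, n = 2). HA-Ago3 had 49.2% in replicate 1 and 88.1% in replicate 2 (mean 68.6% ± 27.6, SD, n = 2). The share with A at position 10 was 42.1%, 38.7% and 37.2% in the chimera (mean 39.3% ± 2.5, SD, n = 3), 33.0% and 63.3% in HA-Siwi (mean 48.1% ± 21.4, SD, n = 2) and 66.6% and 34.5% in HA-Ago3 (mean 50.5% ± 22.7, SD, n = 2). The chimera libraries thus lay close together, whereas the spread between replicates of HA-Siwi and of HA-Ago3 was larger than any difference between the group means. In each of replicates 1 and 2 the 1U share of the chimera lay between those of HA-Siwi and HA-Ago3, with HA-Siwi as the higher of the pair in replicate 1 and HA-Ago3 in replicate 2. Apart from leaving out a library, counting each distinct sequence a single time moved the 1U means most, to 48.5% ± 2.0 (SD, n = 3) in the chimera, 57.5% ± 21.5 (SD, n = 2) in HA-Siwi and 56.0% ± 16.1 (SD, n = 2) in HA-Ago3. Again apart from leaving out a library, the 10A means moved most when tRNA-annotated reads were left out, a choice made after seeing the data. They moved to 60.8% ± 1.1 (SD, n = 3), 60.2% ± 27.1 (SD, n = 2) and 60.9% ± 25.9 (SD, n = 2) in the same order. The 1U shares without these reads were 54.9%, 56.2% and 55.7% in the chimera, 85.8% and 41.3% in HA-Siwi and 40.3% and 85.6% in HA-Ago3. From the shares in Fig. 4F, the paper describes the 1U bias of the chimera as intermediate between those of Siwi and Ago3.

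**Figure D3:**
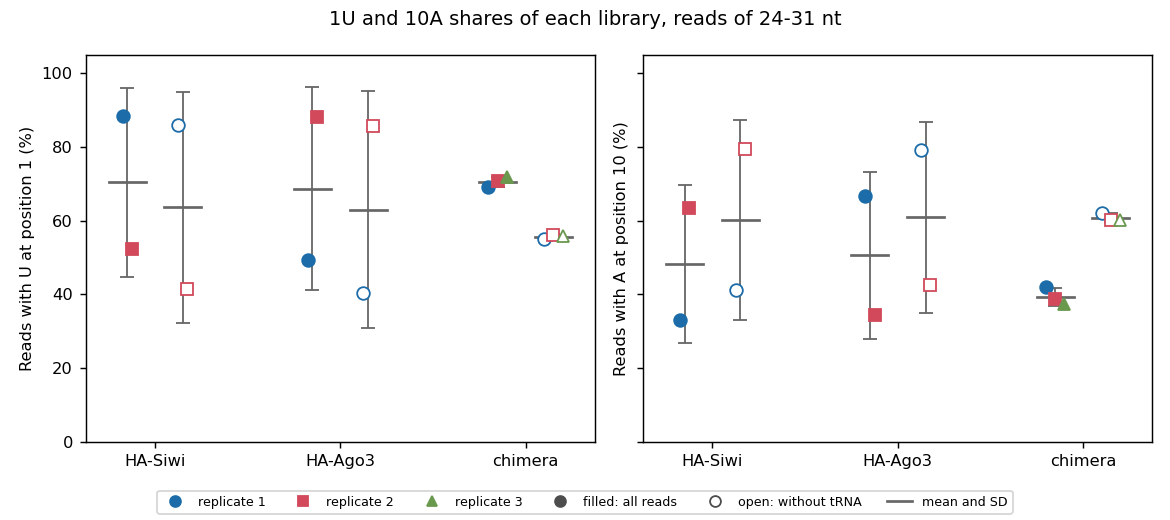
Share of reads with U at position 1 (left) and with A at position 10 (right) in each library. The y axes give the percentage of reads of 24 to 31 nt, filled symbols all reads, open symbols reads without tRNA annotations, and grey lines the group mean and SD. The 3 chimera libraries lie between 69% and 71.8% for 1U with all reads, while HA-Siwi and HA-Ago3 lie at 88.4% and 52.3% and at 49.2% and 88.1%, respectively.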

This indicates that the MID domain of Ago3 present in the chimera is unable to support a prominent 1U-bias. 

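Between group means, the 1U share of the chimera differed from that of HA-Siwi by 0.191 percentage points (exact permutation test, p = 1) and from that of HA-Ago3 by 1.86 points (exact permutation test, p = 0.8). HA-Siwi and HA-Ago3 differed by 1.67 points (exact permutation test, p = 0.667). None of these differences exceeded the spread between replicates, and no smaller p than 0.2 can be reached with 3 libraries against 2, or than 0.333 with 2 against 2. The replicates of HA-Siwi and of HA-Ago3 pointed in opposite directions, as given next. The pooled values therefore do not show that the proteins are alike in 1U. Within replicate 1, the 1U share of the chimera was below that of HA-Siwi, with a difference of -19.4 points, and 19.8 points above that of HA-Ago3, while HA-Siwi lay 39.2 points above HA-Ago3. Within replicate 2 the signs were the opposite, with 18.5 points for the chimera and HA-Siwi, -17.3 for the chimera and HA-Ago3, and -35.9 for HA-Siwi and HA-Ago3. With the replicate number as a block, pairing the libraries by their labels, the differences were -0.435, 1.23 and 1.67 points. The corresponding 10A differences without the block were -8.80 points for the chimera and HA-Siwi (exact permutation test, p = 0.8), -11.2 for the chimera and HA-Ago3 (exact permutation test, p = 0.8) and -2.39 for HA-Siwi and HA-Ago3 (exact permutation test, p = 0.667), and with it -7.75, -10.1 and -2.39. The 1U difference between the chimera and HA-Ago3 moved most when a HA-Ago3 library was left out, to -17.6 points without replicate 1 and 21.3 without replicate 2. For the other 1U differences the restriction to a single replicate number, added after the data had been seen, was the largest shift. From the 1U share of the chimera, lower than that of Siwi in Fig. 4F, the paper reasons that the MID domain of Ago3 cannot maintain a strong 1U bias.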

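Of the 101 transposon annotations named in the files, 40 had at least 200 reads of 24 to 31 nt in every library, and the 1U and 10A shares were computed for each. The median 1U share over these elements was 86.3% in HA-Siwi, 46.7% in HA-Ago3 and 58.7% in the chimera in replicate 1, and 47.1%, 84.8% and 62.5% in replicate 2. It was 62.5% in chimera replicate 3. For 10A the medians were 44.9%, 78.8% and 62.4% in replicate 1 and 78.4%, 45.5% and 60.5% in replicate 2, with 60.9% in chimera replicate 3. Within replicate 1, the 1U share of the chimera was closer to HA-Ago3 than to HA-Siwi in 31 of the 40 elements (77.5%), with a median distance of 12.4 percentage points from HA-Ago3 and 23.6 from HA-Siwi. Within replicate 2, it was closer to HA-Ago3 in 15 of the 40 (37.5%), with median distances of 20.9 and 15.4 points. Against the HA-Siwi and HA-Ago3 libraries of replicate 1, chimera replicates 2 and 3 were closer to HA-Ago3 in 21 and 27 elements. Against those of replicate 2, chimera replicates 1 and 3 were closer to HA-Ago3 in 10 and 12. The 10A share was closer to HA-Ago3 in 24 elements (60%) in replicate 1, with median distances of 14.4 points from HA-Ago3 and 16.9 from HA-Siwi, and in 20 elements (50%) in replicate 2, with 15.1 and 15.3 points. Correlations (rho) of the shares over the 40 elements ordered the proteins the other way for 1U. With HA-Ago3 and HA-Siwi they were 0.640 and 0.832 in replicate 1, and 0.849 and 0.607 in replicate 2. For 10A they were 0.566 and 0.517 in replicate 1, and 0.616 and 0.687 in replicate 2. Elements are not independent replicates, and with a single library of each protein per replicate number no test between libraries was made. Requiring at least 1000 reads per element, which left 25 elements and was chosen after seeing the data, moved the 1U value of replicate 1 most, to 88.0%. The consensus sequences of Fig. 4E are not in the files analysed here, and the elements are those named in the authors' annotation. From the heat map, the paper reasons that over individual elements the chimera has nucleotide biases like those of Ago3.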

Nevertheless, calculation of nucleotide biases (U1 and A10) over various individual consensus sequences revealed biases that were largely similar to that found in Ago3 reads (Fig. 4E). Given the higher than expected 1U-bias of chimera piRNAs, it is possible that the MID domain alone may not be sufficient to specify the 5′-end bias of piRNAs, and there might be additional contributions from the piRNA processing pathway either to maintain a strong 1U-bias (as in primary processing) or enforce a lack of it (as in secondary processing). Based on the existence of strong Ping-pong signatures (the 10-nt overlap between their 5′ ends) between reads from Siwi and the chimera, secondary biogenesis initiated by endogenous Siwi is the source of much of the chimera-bound piRNAs (Fig. 4G).

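Without a genome or the consensus sequence, overlaps were found from the sequences alone. Reads of 25 to 31 nt from libraries of the same replicate number were paired where the first 10 nt of a read were complementary to 10 nt of a read of the other library, placed so that the 5′ ends overlap by 10 to 25 nt. Complementarity beyond these 10 nt was not required, and each pair was weighted by the product of the read counts. An overlap of exactly 10 nt made up 50.7% of these pairs between HA-Siwi and the chimera in replicate 1 and 44.3% in replicate 2, a mean of 47.5% ± 4.5 (SD, n = 2). The next most frequent overlap held 8.26% and 6.04%. Between HA-Siwi and HA-Ago3 the share of 10-nt overlaps was 63.1% and 59.0% (mean 61.0% ± 2.9, SD, n = 2), and the next overlap held 5.12% and 5.40%. Between HA-Ago3 and the chimera it was 42% and 47.2% (mean 44.6% ± 3.6, SD, n = 2), with 8.85% and 6.86% for the next. By this method the chimera shared more 10-nt overlaps with HA-Siwi than with HA-Ago3 in replicate 1 and fewer in replicate 2. The difference between the means, 47.5% against 44.6%, was smaller than the spread between replicates. On simulated reads with a known share of 60.1% of 10-nt overlaps, the method returned 56.9%. Counting distinct sequences in place of reads gave 14.4% ± 2.5 for HA-Siwi and the chimera, 17.8% ± 3.0 for HA-Siwi and HA-Ago3 and 14.2% ± 2.0 for HA-Ago3 and the chimera (SD, n = 2). Distinct sequences at the authors' genome places, a setting chosen after seeing the data, gave 14.1% ± 4.7, 15.0% ± 5.5 and 13.8% ± 4.3 (SD, n = 2). Shares at these places are of all overlaps up to 32 nt, and not of those from 10 to 25 nt. Their size therefore cannot be set against the values found by sequence. An overlap of 10 nt was still the most frequent in both replicates. Weighted by reads at these places, the chimera had 60.3% with HA-Siwi and 61.8% with HA-Ago3 in replicate 1. In replicate 2 both shares were 58.0%, so the order found by sequence was not kept. From the 10-nt peak between reads of Siwi and of the chimera on a single transposon, the paper reasons that cleavage by endogenous Siwi gives rise to much of the piRNA population of the chimera.

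**Figure D4:**
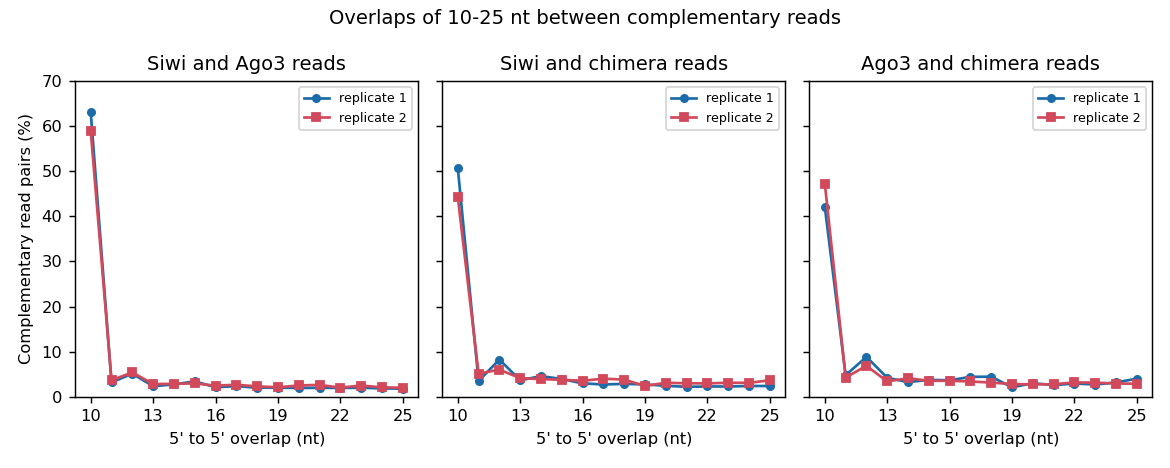
Overlaps between the 5′ ends of complementary reads for each pair of proteins. The x axis gives the overlap in nt from 10 to 25 and the y axis the percentage of complementary read pairs, with a line for each replicate number. All 3 pairs peak at 10 nt, at 63.1% and 59.0% for HA-Siwi and HA-Ago3, 50.7% and 44.3% for HA-Siwi and the chimera, and 42% and 47.2% for HA-Ago3 and the chimera.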

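Read counts of the 99935 sequences of 24 to 31 nt with at least 10 reads in at least 2 libraries were compared between the chimera and each protein in the same edgeR quasi-likelihood fit of all 7 libraries. At a Benjamini-Hochberg adjusted p of 0.05 and a fold change of at least 5, 0 sequences were enriched in the chimera over HA-Siwi and 0 over HA-Ago3, with smallest adjusted p of 0.4849 and 0.4063 from edgeR's test. The counts stayed at 0 with the replicate number as a block, with normalization by total reads alone, with at least 100 reads in 2 libraries (10836 sequences) and with each library left out in turn. DESeq2 moved them most, to 2 sequences enriched over HA-Siwi and 14 over HA-Ago3. On counts simulated at the dispersion of 1.13 that edgeR fitted to these libraries, in which 191 sequences had an 8-fold change, the fit found 0 of them, so the counts of 0 do not show that differences are absent. From the sequencing comparisons in Fig. 4, the paper reads the MID-PIWI module of Ago3 as giving the chimera an identity like that of Ago3.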

Our deep sequencing analyses indicate that the MID-PIWI module of Ago3 within the HA-Siwi-Ago3 chimera gives it an Ago3-like identity. This was an unexpected finding. Argonaute proteins are defined by the presence of the signature PAZ, MID, and PIWI modules, with the N-terminal sequences being the most diverged, and generally used as antigens for creation of specific antibodies (as used in this study for *Bombyx* Siwi and Ago3). Furthermore, the N termini of Piwi proteins are decorated with a variable number of arginine residues that are targets for symmetrical dimethylation by PRMT5 (Heo and Kim 2009; Kirino et al. 2009). These marks are recognized by the Tudor domain in Tudor domain-containing proteins, many of which are confirmed piRNA biogenesis factors. Thus, the N termini of Piwi proteins were considered to be key features in distinguishing them during piRNA biogenesis. Our data described above now implicate the MID-PIWI module of Ago3 as a landmark to distinguish it from Siwi in the BmN4 cellular environment. It remains to be seen whether this is also true for Siwi in BmN4 cells and for other Piwi proteins in other systems.

Biogenesis of piRNAs begins in the nucleus with precursor transcription from piRNA clusters, but most biogenesis factors are localized to the cytoplasm, in peri-nuclear granules called nuages. How the nuclear history of a cluster transcript is transmitted to the cytoplasm is not known. One possibility is that specific RNA-binding proteins might tag cluster-originating transcripts to convey this information, distinguishing them from other abundant cellular mRNAs. Once in the cytoplasm, these chaperones, together with the primary piRNA biogenesis machinery, might probe the MID-PIWI module of individual Piwi proteins to deliver the precursors to the correct Piwi to mature them as primary piRNAs. Indeed, the secondary piRNA-accepting *Drosophila* Ago3 fails to get loaded when introduced into an environment that operates only the primary pathway, pointing to inherent differences within Piwi proteins (Olivieri et al. 2012). A similar mechanism to verify protein identity might operate in the secondary biogenesis pathway to deliver slicer cleavage products that mature as secondary piRNAs. There is precedence for the PIWI module of an AGO clade Argonaute to play a role in mediating interaction with Ago-interacting proteins (Till et al. 2007; Filipowicz et al. 2008). This is further illustrated by structural analysis of hAgo2, which revealed the presence of hydrophobic pockets in the PIWI module that can accommodate tryptophan (W) residues present in GW182 to mediate association between them (Schirle and MacRae 2012). Our studies show that the structural domains of Piwi proteins actively shape the piRNA population contained in them.

## MATERIALS AND METHODS

### DNA constructs

The MIWI MID domain (S480–E616) was cloned into pProExHtb vector (Invitrogen). HA-tagged *Bombyx* Siwi and Ago3 constructs are described (Xiol et al. 2012). Point mutations were introduced into the MID domains by an overlap PCR strategy. Chimeric Piwi protein constructs were created by swapping the N-PAZ domains: Siwi-Ago3 (Siwi [1–507] + Ago3 [537–926]) and Ago3-Siwi (Ago3 [1–536] + Siwi [508–899]). Additional swap mutants (see Fig. 3A) that were made are as follows: N-terminal swaps (Siwi [1–289] + Ago3 [312–926]) and (Ago3 [1–311] + Siwi [290–899]); MID domain swaps (Siwi [1–507 and 675–899] with Ago3 MID domain [537–701]) and (Ago3 [1–536 and 702–926] with Siwi MID domain [508–675]), and loop swaps (Siwi [1–599 and 606–899] with Ago3 loop [626–631]) and (Ago3 [1–625 and 632–926] with Siwi loop [600–605]). Arginines present in the N terminus of Ago3 within the Ago3-Siwi chimera were mutated to lysines as previously reported (Xiol et al. 2012).

### Expression, purification, crystallization, and data collection

The His_6_-tagged MIWI MID domain was expressed in *Escherichia coli* BL21 Rosetta cells. Soluble protein was purified by a Ni^2+^-affinity chromatography using chelating sepharose beads (GE Healthcare). Tag removal was performed by proteolytic digestion using Tobacco Etch Virus (TEV) protease and a subsequent Ni^2+^-affinity step. The protein was further purified by size-exclusion chromatography in 25 mM Tris-HCl, pH 8.0, 500 mM NaCl, 1 mM dithiothreitol (DTT), performed on a Superdex 75 10/300 GL column (GE Healthcare). The selenomethionine derivative (SeMet) of the MIWI MID domain (S480–E616) was expressed in *E. coli* B834 (DE3) cells grown in minimal M9 medium supplemented with 50 mg/mL L-SeMet (Sigma) and induced with 1 mM IPTG (EMBL Protein Expression and Purification Core facility). Purification was the same as the wild-type protein.

Crystals of native and SeMet-substituted MIWI MID domain were grown in sitting or hanging drops at 4°C from solutions composed of 100 mM Tris-HCl, pH 8.5, 100–200 mM MgCl_2_, and 26%–32% polyethylene glycol 4000. Crystals appeared after 3 d and were flash-frozen at 100K after transferring them to identical crystallization conditions containing 10% glycerol. The crystals were orthorhombic, space group P2_1_2_1_2_1_, contained four molecules in the asymmetric unit, and the best one diffracted to 2.3 Å. A highly redundant 2.8-Å SeMet anomalous data set was collected at the peak of the SeMet signal, as measured by X-ray fluorescence for experimental phasing. All X-ray data were collected on beamline ID14-4 (McCarthy et al. 2009) at the European Synchrotron Radiation Facility (ESRF), with integration and scaling carried out with the XDS suite (Kabsch 2010).

### Structure determination, refinement, and docking calculations

Auto-Rickshaw (Panjikar et al. 2005) was used to solve the structure. In summary, twenty SeMet sites were located on the basis of their anomalous differences using SHELXD (Schneider and Sheldrick 2002). These sites were refined, and experimental phases to 2.8 Å were calculated using the single anomalous dispersion (SAD) procedure in SHARP (de La Fortelle and Bricogne 1997). These phases were further improved by density modification and NCS averaging in DM, followed by model building with wARP (Morris et al. 2004). The initial model produced was positioned in the native data set with Phaser (McCoy et al. 2007). All subsequent refinement cycles were performed using REFMAC (Murshudov et al. 1997) with NCS restraints and a randomly chosen subset of 5% of reflections for the calculation of the free R-factor. Model building was carried out with Coot (Emsley and Cowtan 2004), and the stereochemical quality of the protein molecules was validated with Molprobity (Davis et al. 2007). All the crystallographic information is summarized in Table 1.

**TABLE 1.**
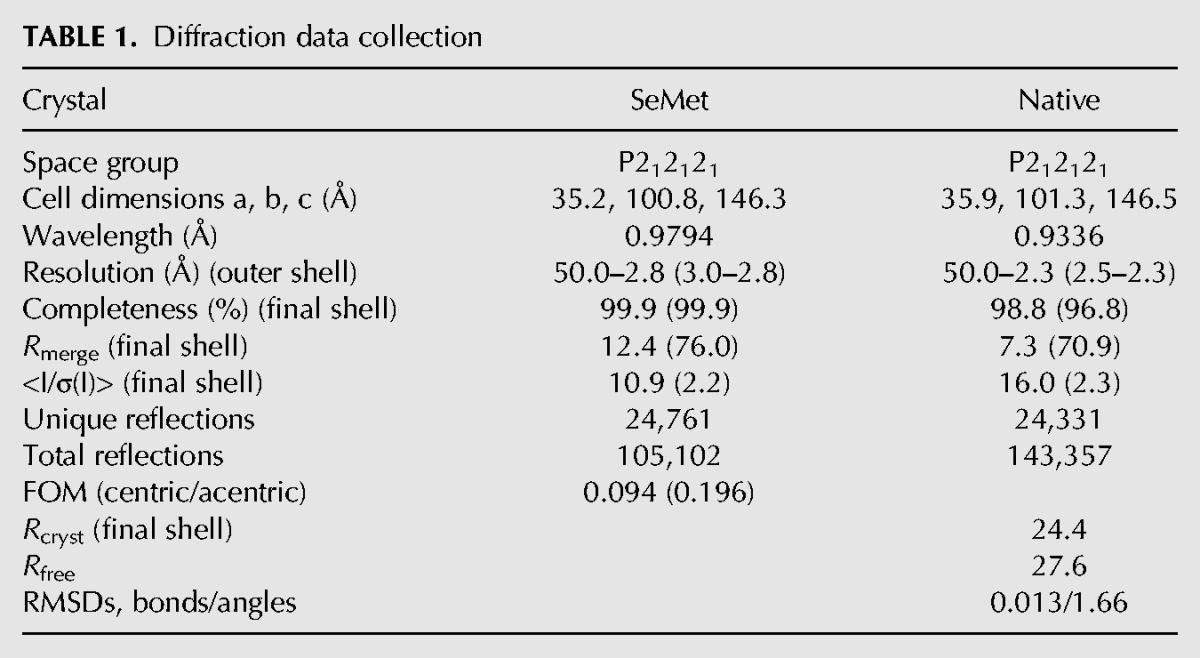
Diffraction data collection

AutoDock Tools (Morris et al. 2009) was used to prepare the ligand (AMP, CMP, GMP, and UMP) and receptor (MIWI MID domain) PDBQT files to include charges and hydrogen atoms. AutoDock Vina (Trott and Olson 2010) was then used for docking the ligands into a search box (30 × 30 × 30 Å^3^) centered on Y569. Surface conservation representation was based on sequence alignment of MID domains from the following: mouse Piwi proteins (MIWI, MILI, MIWI2) and *Bombyx* Piwi proteins (Siwi and Ago3), and human Ago2.

### *Bombyx* cell culture, immunoprecipitations, and Western blotting

The use of *Bombyx mori* ovarian cell line BmN4 for piRNA studies is described (Kawaoka et al. 2009). BmN4 cells were cultured at 27°C in IPL-41 medium (Life Technologies) supplemented with 10% fetal bovine serum (Life Technologies) and 2% penicillin:streptomycin (Life Technologies). Cell transfection was performed with 500 ng of expression plasmid for immunofluorscence (IF) assays (in 12-well plates) and with 2 µg for immunoprecipitation (IP) experiments (in 6-cm dishes), mixed with 2 and 5 µL Fugene HD reagent (Roche), respectively.

BmN4 cells were lysed in buffer (10% glycerol, 50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 5 mM DTT, 1× Complete EDTA-free protease inhibitor tablets (Roche) 0.5% Triton X-100, 50 μg mL^−1^ tRNA, and 1× vanadyl ribonucleoside complex [Sigma]). Immunoprecipitation of HA-tagged wild-type and mutant Piwi proteins was performed with HA-affinity beads (Roche). After multiple washes in IP buffer (10 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM MgCl_2_, 0.01% NP-40), immunoprecipitated samples were processed for Western blotting and extraction of associated RNAs. Bound RNAs were revealed by 5′-end labeling and 15% urea-PAGE. Western analyses were performed with mouse anti-HA antibody (kind gift of Marc Bühler) and anti-actin (Santa Cruz), both at a 1:200 dilution.

### piRNA library construction

Nucleic acids were isolated from immunoprecipitated HA-tagged protein complexes and resolved by 15% urea-PAGE. Bands corresponding to piRNAs were excised from the gel and extracted with 400 µL of 0.3 M NaCl solution at 25°C overnight. After purification by phenol-chloroform extraction, deep sequencing libraries were prepared using NEBNext Multiplex Small RNA Library Prep Set for Illumina (Cat. No. E7300) according to the manufacturer's instructions. Libraries were sequenced on an Illumina HiSeq platform (EMBL Heidelberg Gene Core facility). Small RNA analyses were as previously reported (Xiol et al. 2012).

### Immunofluorescence assay

BmN4 cells were grown on cover glasses and fixed with a 4% paraforamaldehyde solution (Sigma). Endogenous and HA-tagged Piwi proteins were detected using primary antibodies at a 1:200 dilution, while secondary antibodies coupled to Alexa 488, 594, and 647 (Invitrogen) were used for visualization at a 1:250 dilution. Antibodies used were the following: anti-Ago3 and anti-Siwi polyclonal antibodies (Xiol et al. 2012), and mouse anti-HA (gift of Marc Bühler). Nuclei were stained with DAPI (Sigma) by incubation for 30 min. Images were collected with a Leica TCD SP2 AOBS inverted microscope.

## DATA DEPOSITION

The crystallographic coordinates for the MIWI MID domain are deposited with the Protein Data Bank (PDB) under the accession code 4P1Z. Deep-sequencing data sets used in this study are deposited with Gene Expression Omnibus (GEO) under the accession number GSE55451.

How the deposited data were processed for this re-analysis (not part of the article)

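Small RNAs bound to HA-Siwi (2 libraries), HA-Ago3 (2 libraries) and the HA-Siwi-Ago3 chimera (3 libraries) were sequenced by the authors from anti-HA immunoprecipitates of transfected BmN4 cells, after bands of piRNA size had been cut from a gel. The authors deposited, for each library, the count of reads of every distinct sequence, without normalization, with 1 genome place and 1 annotation per sequence. The paper refers to an earlier report for its small RNA analyses. Adapter trimming, the aligner, the mismatches allowed, the genome build, the choice of place for sequences with several places and the source of the annotation are not stated, and all of these steps are already in the files. The orientation of transposon copies and the consensus sequences of the paper are not in the files analysed here, and no reference genome was used here. A place chosen by the authors for a sequence with several copies affects the strand bins and the place-based overlaps, but not the lengths, the nucleotide shares or the enrichment classes, which use only sequences and counts.

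The 7 files were joined by sequence into a table of 5338224 distinct sequences. Between files, 18040 entries gave a different place or annotation for the same sequence, and the entry of the file read earlier was kept. The libraries held 2331916 (HA-Siwi), 3313348 (HA-Ago3) and 2425664 (chimera) reads in replicate 1, 11428897, 11196520 and 10487227 in replicate 2, and 13429565 in chimera replicate 3. Reads of 24 to 31 nt were kept, the range of Fig. 4A, which left 2172816, 3116315, 2275783, 10025029, 9480039, 9003001 and 11999390 reads in the same order. With 3 reads taken as the least that can be detected, this is an RPM of 1.38, 0.963 and 1.32 in replicate 1 and between 0.250 and 0.333 in the deeper libraries.

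Samples were grouped by their labels alone. Mean read length and the shares of reads with U at position 1 and A at position 10, weighted by read count, were compared between groups with exact permutation tests over all splits of the libraries. Intervals of shares are 95% Wilson intervals. Chimera reads were looked up by exact sequence in HA-Siwi and HA-Ago3. Enrichment classes used RPM (read counts scaled to library size), averaged over the libraries of each protein, and a ratio of 5. The differences within replicate 1, within replicate 2 and their mean (the replicate block) were computed beside the pooled differences. Sequence counts were tested with edgeR's quasi-likelihood test (TMM normalization, all 7 libraries in a single fit, sequences with at least 10 reads in at least 2 libraries, Benjamini-Hochberg adjusted p of 0.05 and a fold change of 5), with DESeq2 as an alternative. The edgeR script was tested on simulated counts, with a dispersion of 0.1, in which 200 sequences changed 8-fold, of which 198 passed the read minimum. It found 86.4% of these and 6 unchanged sequences, which checks the script and not its power on these libraries. At the common dispersion fitted to the real counts, 1.13, it found 0 of the 191 changed sequences that passed the read minimum.

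Overlaps between 5′ ends were found from sequence complementarity, as a match of the first 10 nt of a read to 10 nt of a read of the other library, for overlaps of 10 to 25 nt between reads of 25 to 31 nt in libraries of the same replicate number. The plan made before the files arrived was to use genome places over overlaps up to 32 nt, which needs a reference genome. The authors' own places were used as an alternative, with shares of all overlaps up to 32 nt. On simulated reads with 60.1% of overlaps at 10 nt, the sequence method returned 56.9% and the place method 60.1%. Transposon-annotated reads were counted by strand in bins of 1 kb per transposon name with at least 20 reads in both libraries. Elements were taken from the transposon names in the annotation, with at least 200 reads in every library. Correlations between libraries are Spearman's, over sequences without tRNA annotation that have at least 50 reads in all libraries together.

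The sequences named in the text were fixed by a rule written before the files arrived, namely the 3 sequences with the highest mean RPM over the chimera libraries in each of the Siwi-only and Ago3-only classes, among those seen in all 3 chimera libraries. The match to a genome that the rule asks for was left out, as was the transposon named by the paper, whose sequence is not given. The sense share on transposons was left out because the files give no orientation.

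The alternatives tried were distinct sequences in place of reads, all read lengths, at least 2 reads, ratios of 3 and 10, a pseudocount of 1 RPM, a match of the first 20 nt, libraries randomly reduced to 2172816 reads, classes from the libraries of a single replicate number, each library left out in turn, the replicate block, total read counts in place of TMM, adjusted p alone without the fold change, and at least 100 reads. Those added after seeing the data left out tRNA-annotated reads, used the authors' places for overlaps or raised the minimum reads per bin or element. Others of these took the libraries of a single replicate number for lengths and nucleotide shares, or scaled the named sequences to reads of all lengths. For peak lengths, reads shared between proteins and the named sequences, every alternative was added after seeing the data. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, with a fixed random seed of 1.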

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

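The 1U share of HA-Siwi lay 39.2 percentage points above that of HA-Ago3 in replicate 1 and differed by -35.9 points in replicate 2. It was flagged because the same contrast points in opposite directions in the 2 replicate numbers. The difference between them was not tested, since each replicate number holds a single library of each protein. Read length and the 10A share turned around in the same way. The predictions for the 3 explanations below were written after the read lengths and annotation shares and before the nucleotide shares and correlations were seen. A mislabelled sample was weighed as an explanation. Over 84193 sequences without tRNA annotation, Spearman's rho between replicates 1 and 2 was -0.165 for HA-Siwi and -0.0562 for HA-Ago3, but 0.735 between HA-Siwi replicate 1 and HA-Ago3 replicate 2 and 0.704 between HA-Ago3 replicate 1 and HA-Siwi replicate 2. Among these pairs between replicates 1 and 2, the lowest correlation between different labels exceeded the highest between equal labels by 0.761 over all sequences. This value had been seen before the same comparison was run by length and annotation class, where the gap stayed positive in every class, with a smallest value of 0.0884 among the 126 sequences of 31 nt. A difference between library batches would be expected to move all 3 proteins the same way, whereas the 1U share of the chimera moved by only 1.83 points from replicate 1 to replicate 2. A few dominant sequences, the last explanation, were tested only by leaving out tRNA-annotated reads. The smaller of the gaps in 1U share between libraries of the same label was then still 44.5 points. The tRNA fragments thus do not account for the gap. Other dominant sequences were not removed, so the test does not rule them out. An exchange of labels between HA-Siwi and HA-Ago3 in 1 of the replicates may therefore lie behind the pattern. Without tRNA-annotated reads, the 1U shares of replicate 1 as labelled, 85.8% in HA-Siwi and 40.3% in HA-Ago3, lie near the 85% and 40% that the paper states, while those of replicate 2 are 41.3% and 85.6%. If labels were exchanged, replicate 2 would thus be the one that differs from the paper. With all reads the order pointed the same way, at 88.4% and 49.2% in replicate 1 against 52.3% and 88.1% in replicate 2. The closer match without tRNA rests on a setting chosen after seeing the data, and both comparisons use the paper's own values. An exchange of labels remains a hypothesis, found and tested on the same data. The labels were kept as given throughout. The replicate number is not a biological condition, and no biological explanation was tested.

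Fragments of tRNA Asp(GTC) made up 34.3% ± 2.7 of the reads of 24 to 31 nt in the chimera (SD, n = 3), against 18.8% ± 0.16 in HA-Siwi (SD, n = 2) and 16.3% ± 1.9 in HA-Ago3 (SD, n = 2). This was flagged because the paper does not report on tRNA reads. An exact permutation test gave p = 0.2 for the chimera (n = 3) against each group of 2, the smallest possible, and p = 0.0571 against the 4 other libraries together (17.6% ± 1.8). The share was higher in the chimera within each replicate number, at 31.6% against 18.7% and 14.9% in replicate 1 and 34.3% against 18.9% and 17.7% in replicate 2. The predictions for both explanations below were written after the shares, including those of miRNA, and the fragment lengths had been seen. If the fragments were carried through the immunoprecipitation without being bound, their length should not depend on the protein, but their mean length in replicate 1 was 1.36 nt longer in HA-Siwi than in HA-Ago3. In replicate 2 the fragments were the shorter ones in HA-Siwi, at 26.70 nt against 28.15 nt. By label, with a single library of each protein per replicate number and opposite directions, the lengths do not show a dependence on the protein. The 28.15 nt of HA-Ago3 replicate 2 lay near the 28.28 nt of HA-Siwi replicate 1. The 26.70 nt of HA-Siwi replicate 2 lay near the 26.92 nt of HA-Ago3 replicate 1. If labels were exchanged, as weighed above, the lengths would follow the protein and argue against unbound RNA. With the labels as given, the test leaves unbound RNA open as an explanation. If the chimera libraries held a larger share of background RNA, miRNA reads should be enriched as well, and they were, by at least 2.26 times over the higher of HA-Siwi and HA-Ago3 of the same replicate number. A larger share of background RNA in the chimera libraries therefore remains a candidate explanation, and the pattern cannot be called biological. The miRNA reads are few, from 0.0409% to 0.178% of all reads in the chimera libraries and at most 0.0181% in the others. Whether the tRNA that the authors added to the lysis buffer contributes was not tested.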

How the results depend on the processing

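A difference between groups or between class shares counts here as unchanged when it kept its direction, whatever its size. The exact permutation tests between groups cannot serve as the criterion, since the smallest p that they can reach is 0.2 or 0.333. A value without a test counts as unchanged when it moved by less than 1 SD of the libraries or, without replicates, stayed within its 95% interval, a peak when it is the same length, and a count when it is within a factor of 1.5. By these criteria, 11 of the 41 results that answer a comparison were unchanged under every alternative. These were the peak lengths of HA-Siwi and HA-Ago3 in both replicates and of chimera replicate 1, the mean length of the chimera against HA-Ago3, the sequences enriched between HA-Siwi and HA-Ago3 by edgeR, and the elements closer to HA-Ago3 in 10A in both replicates and in 1U in replicate 2. Unchanged does not mean equal. The mean length of the chimera against HA-Ago3 ran from -0.936 nt with replicate 2 to -0.00485 nt with replicate 1. Other settings within replicate 1, not counted above, turned the sign of this difference in part. It was 0.0966 nt for distinct sequences, 0.211 nt for all read lengths and 0.0391 nt without tRNA. With at least 2 reads it was -0.0167 nt. The elements closer to HA-Ago3 in 1U in replicate 2 went from 37.5% to 28% with at least 1000 reads. Over all results, 196 of 285 alternative values were unchanged. The 24 values for single named sequences all stayed within the SD of the chimera libraries, but that SD is wide. Without chimera replicate 1, AAGGGGAATCCGACTGTCTAATTAAAAC fell from an RPM of 431 to 72.5 and AAAGCCGTTAATAACCTAGATCATCAAGAC from 76.4 to 40.2. The alternatives marked here as added were chosen after seeing the data. So were all those for the named sequences and all those without tRNA. The same holds for length differences within a single replicate number and for the minimum of 1000 reads per element. All others were set before the processed files arrived.

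The chimera peak was 27 nt in replicates 2 and 3 (26 nt with all reads) for distinct sequences and without tRNA, both added.

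The pairing by replicate number is taken from the labels. The mean correlation of deviations was -0.0320 for the same number and 0.0192 for different numbers, but single pairs run from -0.646 to 0.646 and mirror each other in groups of 2, so these means do not show whether the block is needed. With the replicate block, the 1U difference between the chimera and HA-Siwi changed sign, from 0.191 to -0.435 points. The other block values kept their direction, and the block left all edgeR counts at 0. That the edgeR counts did not change carries little information, since at the fitted dispersion of 1.13 the fit found 0 of 191 simulated changes.

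The restriction to replicate 1, added, turned 1U of the chimera against HA-Siwi to -19.4 points and 10A to 9.09 points. Replicate 2 alone, also added, gave -0.816 nt for the length and -35.9 and 28.8 points for 1U and 10A of HA-Siwi against HA-Ago3, and -17.3 and 4.22 points for 1U and 10A of the chimera against HA-Ago3. For 1U of the chimera against HA-Siwi, distinct sequences gave -8.97 points, all read lengths -0.466 and leaving out tRNA, added, -7.94. Against HA-Ago3, distinct sequences gave -7.46 and leaving out tRNA -7.35 points. The 10A difference from HA-Siwi was 0.564 points without tRNA. With each library left out in turn, the length differences ran from -1.04 to 0.00423 nt (chimera and HA-Siwi) and from -0.503 to 0.544 nt (HA-Siwi and HA-Ago3). The 1U differences ran from -17.9 to 18.2 points (chimera and HA-Siwi), from -17.6 to 21.3 (chimera and HA-Ago3) and from -17.8 to 21.2 (HA-Siwi and HA-Ago3), and the 10A differences from -24.0 to 6.36, from -27.2 to 4.86 and from -18.4 to 13.7. The largest shifts come with the choice of HA-Siwi or HA-Ago3 library, and the reversals under all read lengths and the block start from a main difference of only 0.191 points. Depth is not the limit here, since the intervals of single libraries are at most 0.128 points wide. The spread between libraries of the same label is the larger term, and its source was not settled. An exchange of labels between HA-Siwi and HA-Ago3, weighed above as a hypothesis, would produce sign changes with the choice of their library. Those reversals are therefore not evidence that the proteins are alike.

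The share of chimera reads found in HA-Siwi or HA-Ago3 (90.0%) was 83.5% with replicate 1 alone, 89.0% with replicate 2, 93.9% for the first 20 nt, 44.9% for distinct sequences, 88.3% for all read lengths and 87.4% with at least 2 reads. Without tRNA, added, it was 84.5%, and 74.4% and 83.0% with replicates 1 and 2. With the HA-Siwi and HA-Ago3 libraries reduced to equal depth it was 86.8%, so depth contributes to the share found. The Ago3-only share (4.37%) and the Siwi-only share (5.22%) were 45.5% and 17.3% with replicate 1, 17.3% and 44.8% with replicate 2, 2.96% and 3.06% for the first 20 nt, 23.4% and 23.0% for distinct sequences, 7.22% and 8.15% at a ratio of 3, 3.11% and 3.48% at 10, 0.278% and 0.773% with the pseudocount, and 7.08% and 8.71% without tRNA. The Ago3-only share was 4.73% at equal depth. Without tRNA and with replicate 1 they were 40.5% and 21.7%, and with replicate 2 20.9% and 40.1%, both added. With classes from replicate 1, 67.1% of the matched reads of HA-Siwi replicate 2 were Ago3-only, and 55.3% of those of HA-Ago3 replicate 2 were Siwi-only. With classes from replicate 2, 63.2% for HA-Siwi replicate 1 were Ago3-only and 63.4% for HA-Ago3 replicate 1 were Siwi-only. Averaging libraries with opposite enrichment leaves few sequences at a ratio of 5. This accounts at least in part for the small pooled classes against 45.5% and 44.8% within a replicate number. Why the enrichment was opposite is not settled by these values. The difference between the shares (-0.848 points) became 28.2 points with replicate 1, 0.365 for distinct sequences and 18.8 for replicate 1 without tRNA. DESeq2 called 2 sequences enriched in the chimera over HA-Siwi and 14 over HA-Ago3, where edgeR called 0.

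The 10-nt overlap was 14.4% for distinct sequences between HA-Siwi and the chimera, 17.8% between HA-Siwi and HA-Ago3 and 14.2% between HA-Ago3 and the chimera. At the authors' places, added, it was 59.2%, 69.2% and 59.9%, and for distinct sequences there 14.1%, 15.0% and 13.8%. These shares are of all overlaps up to 32 nt, so their size cannot be set against those found by sequence. In bins with at least 100 reads, added, the same majority strand was found in 61.3% for HA-Siwi and HA-Ago3, 72.8% for HA-Siwi and the chimera and 83.0% for HA-Ago3 and the chimera in replicate 1, and in 74.8%, 85.5% and 87.8% in replicate 2. With at least 1000 reads per element, added, the 1U share of replicate 1 was closer to HA-Ago3 in 88.0% of elements. Of the reads shared between proteins, added, HA-Siwi reads were found in HA-Ago3 for 30.4% of distinct sequences and 78.6% of reads of all lengths in replicate 1, and for 32.9% and 84.5% in replicate 2. HA-Ago3 reads were found in HA-Siwi for 25.3% and 72.6%, and for 32.1% and 81.2%.

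Some alternatives set before the files arrived were not run. Reads matching the genome, sequences with a single place and overlaps by placement on a genome need a reference, and the sense share on transposons with its alternatives needs their orientation. Classes from edgeR gave no value, since it called 0 sequences enriched in either protein.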

Differences from the paper's values

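The paper gives 40% of the matched chimera reads as Ago3-only, and 4.37% ± 0.32 (SD, n = 3) were found with both libraries of each protein. The pooled classes average libraries whose enrichment was opposite between replicates, which lowers this share. A value is called within the margin here when it lies within the SD of the libraries or within a factor of 1.5 of the paper's. Of the alternatives set before the files arrived, the HA-Siwi and HA-Ago3 libraries of replicate 1 alone came within the margin, with 45.5%, and none of the others did. Leaving out tRNA-annotated reads as well, with replicate 1 alone, gave 40.5%, a setting chosen after seeing the values. For the Siwi-only share of the chimera, about 20% in Fig. 4C, read by eye, the value here was 5.22%. The libraries of replicate 1 alone (17.3%) and distinct sequences (23.0%) came within the margin, the other alternatives set beforehand did not, and replicate 1 alone without tRNA gave 21.7%, again chosen after seeing the values. The Siwi+Ago3 class is about 39% in Fig. 4C, read by eye, and was 90.4% here. It was 37.2% with replicate 1 alone, 37.9% with replicate 2 alone and 53.6% for distinct sequences, and no other alternative set beforehand came within the margin. Without tRNA it was 37.8% with replicate 1 and 39% with replicate 2, both chosen after seeing the values. The margin is wide, and some values pass only by the factor of 1.5. The share of chimera reads found is 63% in the paper and was 90.0% ± 0.46 (SD, n = 3) here. The closest setting gave 74.4%, with replicate 1 and without tRNA, chosen after seeing the values. The 1U share of the chimera is 55% in the paper and was 70.5% ± 1.4 (SD, n = 3) here.

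In the Siwi library of Fig. 4C, about 67% of the reads are Siwi-only, read by eye, against 12.7% ± 0.12 (SD, n = 2) here. Classes from replicate 1 alone gave a mean of 36.3% ± 43.5 (SD, n = 2) and those from replicate 2 alone 35.4% ± 43.5 (SD, n = 2), which come within the margin only because the HA-Siwi libraries lie far apart. HA-Siwi replicate 1 on its own had 67.1% with the classes of replicate 1. Distinct sequences gave 50.7% ± 12.2 (SD, n = 2), and the other alternatives set beforehand stayed outside. Without tRNA the means were 39.5% with replicate 1 and 36.9% with replicate 2, chosen after seeing the values. The Ago3 library of Fig. 4C has about 70% Ago3-only reads, read by eye, and the value here was 12.9% ± 1.2 (SD, n = 2). Replicate 1 alone gave 38.8% ± 43.8, replicate 2 alone 34.4% ± 38.4 and distinct sequences 52.8% ± 12.0 (SD, n = 2), and HA-Ago3 replicate 1 on its own had 69.8% with the classes of replicate 1. No other alternative set beforehand came within the margin. Without tRNA the means were 41.5% and 36.9%, chosen after seeing the values.

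The paper's 1U share of Ago3 is 40%, and the mean here was 68.6% ± 27.6 (SD, n = 2). Distinct sequences (56.0%) and leaving out HA-Ago3 replicate 2 (49.2%) came within the margin. All read lengths, at least 2 reads and leaving out replicate 1 did not. Without tRNA annotations, chosen after seeing the values, the mean was 63.0% ± 32.1 (SD, n = 2), and replicate 1 on its own had 40.3%. In the same setting, also chosen after seeing the values, the 1U share was 85.8% in HA-Siwi replicate 1 and 55.6% in the chimera, where the paper states 85% and 55%. The 10A share of Ago3 is about 79% in Fig. 4F, read by eye, against 50.5% ± 22.7 (SD, n = 2) here. Of the alternatives set beforehand only leaving out HA-Ago3 replicate 2 (66.6%) came within the margin. Without tRNA, chosen after seeing the values, the mean was 60.9% and replicate 1 on its own had 79.2%. For the chimera, about 60% of reads have 10A in Fig. 4F, read by eye, and 39.3% ± 2.5 (SD, n = 3) had it here. Distinct sequences (43.5%) and leaving out chimera replicate 3 (40.4%) came within the margin and the other alternatives set beforehand did not. Without tRNA, chosen after seeing the values, the share was 60.8%.

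The paper gives a peak of 27 nt for the chimera, which it calls very similar to Ago3 and different from the 28 nt of Siwi. In replicate 1 the peak was 27 nt in the chimera and HA-Ago3 and 28 nt in HA-Siwi. In replicate 2 it was 27 nt in HA-Siwi, 28 nt in HA-Ago3 and 26 nt in the chimera. The paper ranks the 1U share as Siwi, chimera, Ago3 from highest to lowest. It was the same in replicate 1, with 88.4%, 69% and 49.2%. In replicate 2 the order was HA-Ago3 (88.1%), chimera (70.8%) and HA-Siwi (52.3%). The paper attributes more of the chimera reads to Ago3 than to Siwi, while the Ago3-only share minus the Siwi-only share was -0.848 points with all libraries, 28.2 points with those of replicate 1, in the paper's direction, and -27.5 points with those of replicate 2. The paper describes the biases of individual elements as like those of Ago3, and the 1U share was closer to HA-Ago3 in 31 of 40 elements in replicate 1 and in 15 of 40 in replicate 2. The paper states that Siwi and Ago3 reads come from opposite strands of transposons. The majority genomic strand was the same in 74.3% of bins in replicate 1 and 83.1% in replicate 2. In bins with at least 100 reads it was the same in 61.3% and 74.8%. Replicates 1 and 2 of the same label shared it in only 78.7% of bins for HA-Siwi and 78.1% for HA-Ago3. The orientation of the copies is not known, so these values do not measure sense and antisense shares.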

Other observations

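The 1U share of the chimera lay between those of HA-Siwi and HA-Ago3 in replicates 1 and 2. Of the explanations for this pattern, 3 were tested with predictions made before their results, all on replicate 1 by label. If tRNA fragments caused it, little of the difference of the chimera from HA-Ago3 should remain without them, but 73.9% of it did. If sequences found only in the chimera caused it, the difference should shrink without them, and it came to 121% of its size. The third explanation is a mixture of Siwi-class and Ago3-class sequences. With classes from replicate 1 and without tRNA, the 1U share within the Ago3-only class was 32.6% in chimera replicate 1 and 28.7% in HA-Ago3 replicate 1. Within the Siwi-only class it was 86.2% in the chimera and 89.0% in HA-Siwi. The largest of these differences was 3.90 points, under the margin of 5 points set beforehand. This test separates the explanations poorly, however, because the first nucleotide is part of the sequence and the 1U share within a class changes only with the abundance of its sequences. In the Siwi-only class even HA-Ago3 replicate 1 had 92.7% and HA-Siwi replicate 2 had 86.1%. The test also leaves out the Siwi+Ago3 class, 29.9% of the reads of chimera replicate 1, where the 1U share was 68.1% in the chimera, 80.7% in HA-Siwi and 70.5% in HA-Ago3 of replicate 1, and the sequences only in the chimera, 22.1% of its reads with 45.8% 1U. A mixture is therefore neither shown nor ruled out by these values.

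Read lengths can be compared on the same 5′ ends, which removes differences in which sequences are bound. All values of this paragraph leave out tRNA-annotated reads and use ends with at least 20 reads in each library compared. Among 3733 ends (the first 20 nt) shared by the 3 libraries of replicate 1, the mean length in the chimera was closer to HA-Ago3 than to HA-Siwi for 80.8%, a test whose prediction was made beforehand. Different 5′ ends therefore do not explain the length of the chimera reads in replicate 1. In replicate 2 the share by label was 15.6% of 14556 ends. The mean length over the shared ends in replicate 1 was 27.18 nt in the chimera, 27.83 nt in HA-Siwi and 27.29 nt in HA-Ago3. In replicate 2 it was 26.88, 27.04 and 27.52 nt. On average the chimera was thus shorter than both proteins in each replicate, and the closer protein was the one with the shorter reads. Siwi complexes precipitated together with the chimera were considered after these results had been seen. Such complexes would carry Siwi-enriched sequences at their length in HA-Siwi. In replicate 1, the 2548 ends enriched at least 5 times in HA-Siwi differed by -0.715 ± 0.518 nt in the chimera from HA-Siwi (SD over ends), with 93.8% of them shorter, while the 3097 ends enriched in HA-Ago3 differed by 0.0710 ± 0.447 nt from HA-Ago3. The difference of these differences was -0.786 nt, beyond the margin of 0.1 nt. In replicate 2, by label, the values were -0.0814 ± 0.420 nt for 7887 ends enriched in HA-Siwi and -0.731 ± 0.492 nt for 8324 ends enriched in HA-Ago3. A reading consistent with replicate 1 is that the trimming of 3′ ends in the chimera follows its MID-PIWI module even on sequences typical of Siwi. A batch explanation was not tested for this pattern, and the labels of the replicates leave the direction open, so it is a hypothesis only.

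The files name 6 Pao elements of the LTR class in their annotation, none of which is stated to be the Pao consensus shown in Fig. 4D. Added up, they had 60411 reads of 24 to 31 nt in HA-Siwi replicate 1, 91873 in HA-Ago3 replicate 1 and 32583 in chimera replicate 1, with 1U shares of 88.4%, 34.6% and 55.0% and 10A shares of 41.0%, 77.3% and 64.9%. In replicate 2 the 1U shares were 39%, 87.0% and 55.5% and the 10A shares 80.9%, 43.5% and 66.9%. Chimera replicate 3 had 54.9% and 67.3%. No explanation is offered for these values.

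Across the 84193 sequences used for the correlations, which are not independent replicates, the chimera libraries resembled each other more than either protein. Spearman's rho was 0.906 between chimera replicates 2 and 3, 0.564 between 1 and 2, and 0.624 between 1 and 3. Chimera replicate 1 had 0.442 with HA-Ago3 and 0.262 with HA-Siwi of replicate 1, and chimera replicate 2 had 0.113 with HA-Ago3 and 0.283 with HA-Siwi of replicate 2. These are 21 correlations between 7 libraries, given without tests.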
